A study of Mus musculus with 8 samples. Its data were reported in "Intestinal ELF4 Deletion Exacerbates Alcoholic Liver Disease by Disrupting Gut Homeostasis" (2022).

How the data were processed

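Total RNA of mouse liver was sequenced in 8 libraries, with 2 libraries in each of 4 groups that crossed genotype with diet. Per the study's methods, the authors extracted RNA with Trizol, sequenced paired-end reads on an Illumina HiSeq instrument, checked read quality with FastQC, mapped the reads to the mouse genome build mm10 with HISAT2, sorted the alignments with samtools and counted reads per gene with HTSeq. The authors tested the counts with DESeq2. Versions, the gene annotation, the strand setting of the counting, the handling of reads with more than 1 possible gene, and the thresholds of the DESeq2 test were not stated, so reads of overlapping genes and of near-identical gene copies could have been lost or split in a way that cannot be traced here. The deposited table holds whole-number read counts per gene symbol, not normalized, in 1 column per library. Column names matched the sample labels, all 8 columns of per-sample values were used, and replicates were not pooled.

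The table lists 19267 genes. Blank lines and 2 empty columns of the table were left out. Genes were known by symbol only. Coordinates, GC content and transcript length were taken from the GENCODE M21 annotation of GRCm38, the assembly of mm10, where 18774 symbols matched directly and 231 through a synonym, 98.6% of the table in all. This annotation was not necessarily the one used for counting. Library totals ran from 6171051 to 9157362 counts. Genes with too few counts were removed with filterByExpr by group, which left 13993 genes holding at least 99.8% of the counts of each library. CPM values (counts relative to the library total) were scaled by TMM factors, and log2 CPM used a prior count of 2.

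All 8 libraries entered 1 model in edgeR 4.0.16 under R 4.3.3, with a factor of 4 groups and no covariate, so that every contrast shared 1 estimate of the spread. The common biological coefficient of variation was 22.7%. Each of 5 contrasts was tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. The contrasts were *Elf4-/-* against WT under EtOH, *Elf4-/-* against WT under control diet, EtOH against control diet in WT, EtOH against control diet in *Elf4-/-*, and the interaction of genotype and diet, which is the difference between the last pair. A gene with 3 or fewer counts in every library of a group was taken as at the floor, and its fold change was given as a lower bound computed against 3 counts. Bounds and counting errors cover counting only, because PCR copies of a molecule were not separated.

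Gene lists were tested with camera of limma 3.58.1 on log2 CPM with a preset correlation between genes of 0.01, adjusted over 8 lists and 5 contrasts together. The lists were cholesterol biosynthesis (20 genes), sterol genes chosen by the study (11), fatty acid synthesis (17), fatty acid oxidation (20), inflammation (23), fibrosis (11), interferon response (16) and clock genes of the *Per*/*Dbp* phase (11). The study picked the 11 sterol genes on these same libraries, and 10 of them are also in the cholesterol biosynthesis list, so their result is not independent evidence. The alternatives were fry and camera with a correlation estimated from the data. A list score is the mean over its tested genes of log2 CPM, each gene centred on its mean over the 8 libraries. Lists of 7 cytokine, fibrosis and tight junction genes that the study had measured in liver or colon, by qPCR or, for *Il10*, as protein, and of 5 ethanol metabolism genes were read gene by gene. Check lists covered clock genes of the *Bmal1* phase, chromosome Y, X inactivation, *Nnt*, male-biased and female-biased liver genes, pancreatic acinar cells, intestinal epithelium, red blood cells, neutrophils, adipose tissue, bile duct and bile acid metabolism. No test was planned for the check lists, and camera was run on those with enough tested genes after a first look at the data.

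Genes were named by a rule. For each contrast, the 3 genes with the largest rise and the 3 with the largest fall were taken among those past the threshold with a mean of at least 50 counts and, between groups, no overlap in CPM. The targeted gene, the cytokine, fibrosis and tight junction genes, the ethanol metabolism genes and the sterol genes of the study were added. Groups, contrasts, tests, gene lists, the naming rule and the alternatives were fixed before the data were examined, except where stated. *Isg15*, *Gm42031*, and *Sqle* and *Chrna4* in contrasts other than genotype under EtOH were chosen after their values were seen. Scaling by library totals alone and 5 further DESeq2 settings were chosen after seeing the data, as were the lists of fasting-induced genes, growth hormone targets, Kupffer, endothelial and stellate cell markers, nuclear respiratory chain genes and genes of the mitochondrial genome.

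The alternatives to the main analysis were DESeq2 1.42.0 (Wald test), DESeq2's median-of-ratios size factors, no filter, a mean of at least 10 counts, the replicate number as a block, an added 2-fold minimum, a model of only the 4 libraries compared, and leaving out each library in turn. With 1 library left in a group, only fold changes were computed. Agreement between contrasts was measured as a correlation across genes, and genes are not independent replicates. The 4 pairs of replicates were compared over 9398 genes, and a chi-square statistic of their counts of 16.2 to 72.8 per gene set every pair far above sampling noise, so no pair was the same library deposited again. Each library counted as a separate sample because the sample titles number them as such, and whether 2 libraries came from 1 liver was not tested.

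The edgeR procedure was tested on simulated data drawn from the means, spread and library sizes of the real libraries, with 200 changed genes of at least 50 expected counts each. It recovered 6% of genes changed 2-fold among 13632 genes tested, with 2 false calls among 14. Of genes changed 4-fold it recovered 97.5% among 13597 genes tested, with 10 false calls among 205 and 6 calls in a contrast without change. Of genes changed 8-fold it recovered 100% among 13640 genes tested, with 15 false calls among 215. Changes near 2-fold were therefore mostly below what 2 libraries per group could show. The simulation gave all groups the same mean and spread per gene. It had no diet effect and no pair of replicates with a wider spread than the others. Its recovery of 4-fold changes therefore need not hold in the real contrasts. *Mvd*, an example chosen after its value was seen, was 5.62-fold higher in *Elf4-/-* under EtOH and did not pass (edgeR adjusted p = 0.112).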

Results

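Liver gene expression was measured by RNA sequencing in male C57BL/6 mice sampled at 9 weeks of age. *Elf4-/-* denotes mice that lack the transcription factor gene *Elf4* in intestinal epithelium only, through Cre recombinase under the *Vil1* promoter, and WT denotes the control mice, which carry Cre as well. Mice received a Lieber-DeCarli liquid diet with 5% (*w*/*v*) alcohol (EtOH) or with isocaloric maltose dextrin (Control) for 21 days. This gave 4 groups of 2 libraries each, WT-Control, WT-EtOH, *Elf4-/-*-Control and *Elf4-/-*-EtOH. Total counts were 6385828 and 6171051 in WT-Control, 6994764 and 8254148 in WT-EtOH, 9157362 and 7022051 in *Elf4-/-*-Control, and 6585347 and 7374910 in *Elf4-/-*-EtOH. Between 16999 and 18297 genes had at least 1 count in a library. The 10 most abundant genes took up to 36.1% of a library.

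*Elf4*, the targeted gene, lies on chromosome X at 48411046 to 48463132 on the minus strand of GRCm38 and is annotated as protein coding. Its counts were 6 and 11 in WT-Control, 27 and 36 in WT-EtOH, 12 and 6 in *Elf4-/-*-Control, and 14 and 34 in *Elf4-/-*-EtOH. Mean expression was 3.37 ± 1.61 CPM (SD, n = 2) in *Elf4-/-*-EtOH and 3.54 ± 0.180 CPM (SD, n = 2) in WT-EtOH. A genotype difference was not detectable at this depth, with a log2 fold change of −0.06 ± 0.50 (SE) under EtOH (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.985) and −0.54 ± 0.61 (SE) under control diet (adjusted p = 0.912). The sign under EtOH rested on single libraries, since the value was 0.35 without *Elf4-/-*-EtOH replicate 1 and −0.67 without replicate 2, and under control diet it was −0.05 without WT-Control replicate 2. The diet changed *Elf4* by 1.16 in WT and 1.64 in *Elf4-/-* on the log2 scale, neither past the threshold over all genes (edgeR, adjusted p = 0.159 and 0.133). Taken alone as the targeted gene, it passed in *Elf4-/-* but not in WT (edgeR, unadjusted p = 0.0148 and 0.0624). The interaction was 0.48 (edgeR, adjusted p = 0.876). The diet value in *Elf4-/-* was 1.02 without *Elf4-/-*-EtOH replicate 2, and the interaction was −0.14 without that library. Because the deletion was intestinal, the liver value checks the genotype labels only weakly. Of the check genes, all 4 chromosome Y genes had at least 117 counts in every library, *Xist* had at most 9 and *Nnt* at most 11.

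The first principal component of log2 CPM carried 51.6% of the variance and separated the diets, and the second carried 12.9% and set *Elf4-/-*-EtOH replicate 1 apart. Over 9398 genes, the SD of the log2 difference between replicates was 0.504 in WT-Control, 0.354 in WT-EtOH, 0.363 in *Elf4-/-*-Control and 0.681 in *Elf4-/-*-EtOH. For the gene with the median counting error, counting alone would give an SD of 0.174, 0.138, 0.142 and 0.156 in the same order. These are not the SD that counting would give over all 9398 genes, so the excess over counting is not measured by them. The 27 genes of the table encoded in the mitochondrial genome took 28.6% ± 7.26 (SD, n = 2) of counts in WT-Control, 11.7% ± 1.25 (SD, n = 2) in WT-EtOH, 18.6% ± 0.176 (SD, n = 2) in *Elf4-/-*-Control and 20.2% ± 2.69 (SD, n = 2) in *Elf4-/-*-EtOH.

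**Figure D1:**
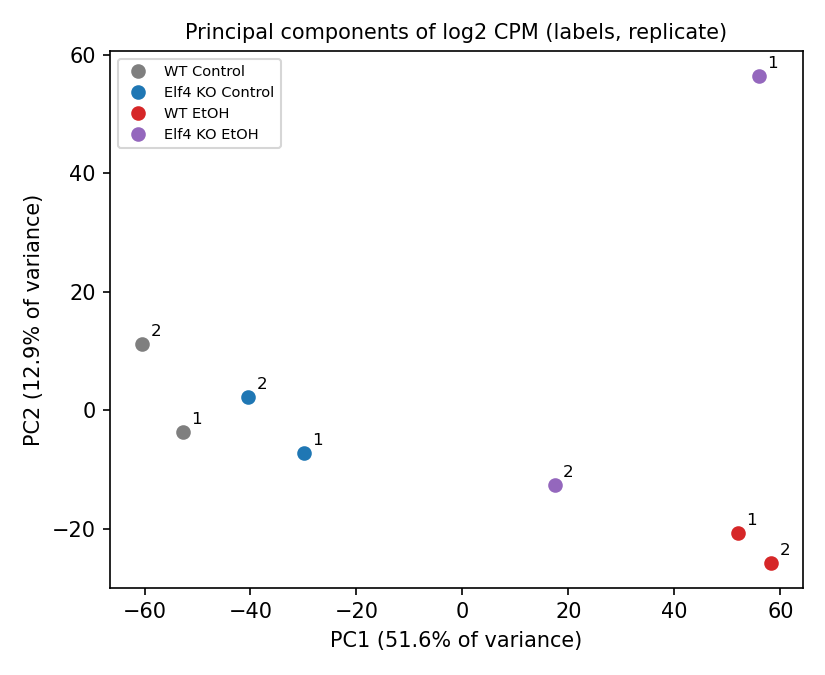
Principal components of log2 CPM for the 8 libraries, with PC1 (51.6% of variance) on the x axis and PC2 (12.9%) on the y axis; colours show the 4 groups and labels the replicate. Control libraries lie at the left, WT-EtOH libraries at the right, and *Elf4-/-*-EtOH replicate 1 lies far from replicate 2.

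The comparison of *Elf4-/-*-EtOH with WT-EtOH asked how livers of the genotypes differed upon alcohol exposure. Of 13993 genes tested, 17 were higher and 3 lower in *Elf4-/-*-EtOH at an adjusted p under 0.05, and 865 and 605 at an unadjusted p under 0.05, where 700 would be reached in all by chance. This count depended on the test and the model. DESeq2 called 149 higher and 31 lower on the same genes, and edgeR on only the 4 libraries compared called 0 and 0. All 20 genes kept their sign with each library left out. The largest rises were those of *Chrna4*, *Sqle* and *Thrsp*. *Chrna4* (chromosome 2, 181018380 to 181043546, minus strand) rose from 0.966 ± 0.651 to 57.8 ± 27.6 CPM (SD, n = 2), a log2 fold change of 5.82 ± 0.49 (SE). It was 6.78 without WT-EtOH replicate 2 and 5.23 without *Elf4-/-*-EtOH replicate 1. *Chrna4* was also higher in *Elf4-/-* under control diet, at 103 CPM against 14.4 CPM. That log2 fold change of 2.84 did not pass (edgeR adjusted p = 0.0819). EtOH against control diet, *Chrna4* was lower in both genotypes, by −3.82 in WT and −0.83 in *Elf4-/-* (edgeR adjusted p = 0.00225 and 0.208). *Sqle* (chromosome 15, 59315077 to 59331192, plus strand) rose from 6.33 ± 0.554 to 82.1 ± 35.8 CPM (SD, n = 2), a log2 fold change of 3.69 ± 0.32 (SE). *Thrsp* (chromosome 7, 97412938 to 97417730, minus strand) rose from 34.7 ± 11.2 to 413 ± 44.2 CPM (SD, n = 2), a log2 fold change of 3.57 ± 0.28 (SE). All 3 had an adjusted p of 0.00173 (edgeR quasi-likelihood test, Benjamini-Hochberg).

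The 3 genes that fell were *Hspa1b*, *Cd5l* and *Clec4f*. *Hspa1b* (chromosome 17, 34956436 to 34959238, minus strand) fell from 66.7 ± 1.84 to 10.2 ± 6.47 CPM (SD, n = 2), a log2 fold change of −2.70 ± 0.39 (SE, edgeR adjusted p = 0.0414). It has a near-identical copy, *Hspa1a*, with which reads may have been shared, and its value was −3.58 without *Elf4-/-*-EtOH replicate 2. *Cd5l* (chromosome 3, 87357881 to 87371073, plus strand) fell from 178 ± 1.28 to 55.1 ± 1.81 CPM (SD, n = 2), a log2 fold change of −1.69 ± 0.22 (SE, edgeR adjusted p = 0.0268). *Clec4f* (chromosome 6, 83644542 to 83656187, minus strand) fell from 235 ± 4.62 to 94.3 ± 2.28 CPM (SD, n = 2), a log2 fold change of −1.32 ± 0.20 (SE, edgeR adjusted p = 0.0418). *Isg15* (chromosome 4, 156199424 to 156200818, minus strand) was chosen after its value was seen. It was at 4.63 ± 0.783 CPM in WT-EtOH and 18.5 ± 4.75 CPM in *Elf4-/-*-EtOH (SD, n = 2), 3.99-fold higher in the latter (edgeR adjusted p = 0.0414). Most of this gap lay in WT, where *Isg15* fell under EtOH from 24.2 CPM, a log2 fold change of −2.39 (edgeR adjusted p = 0.00182). In *Elf4-/-* its diet change was 0.70 and did not pass (edgeR adjusted p = 0.177).

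**Figure D2:**
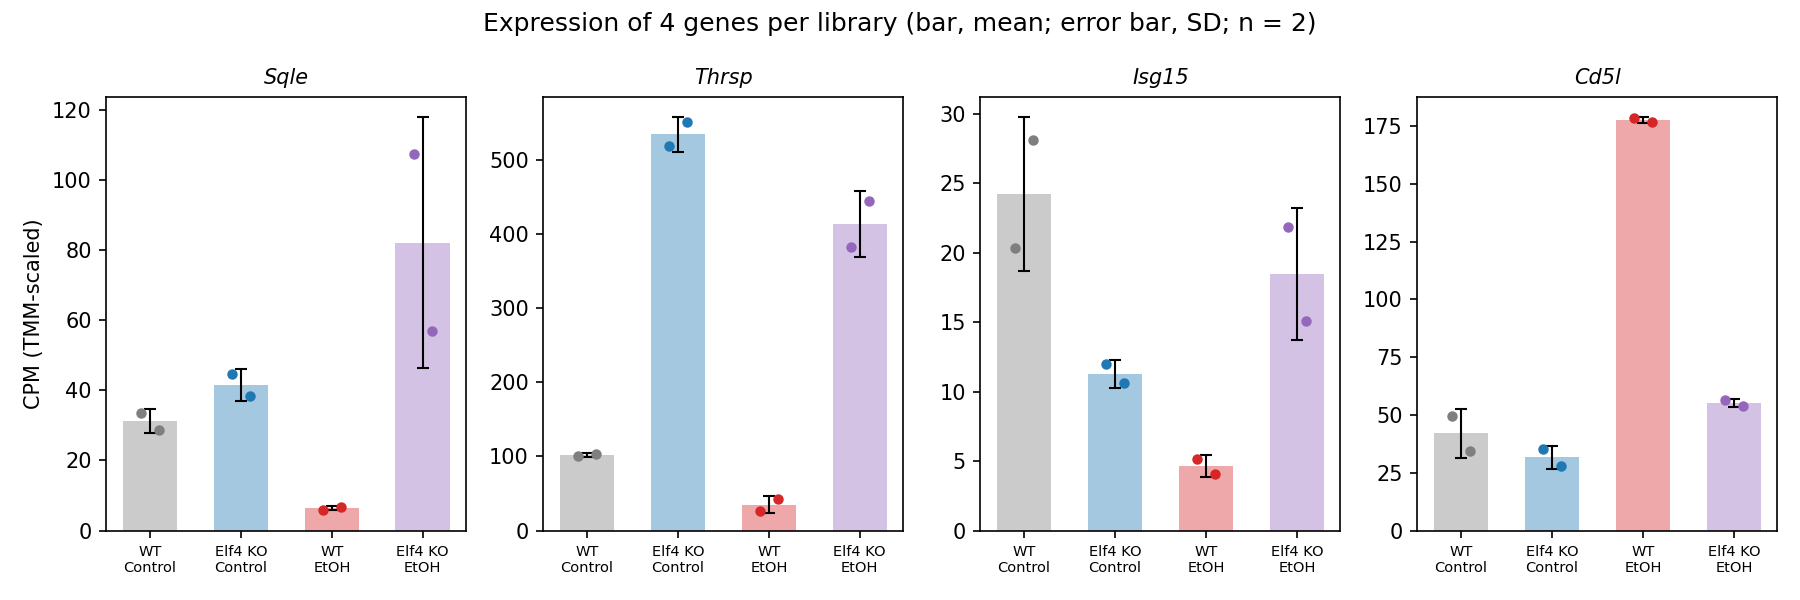
Expression (TMM-scaled CPM, y axis) of *Sqle*, *Thrsp*, *Isg15* and *Cd5l* in the 4 groups (x axis), where bars are means, error bars the SD of 2 libraries and points the libraries. *Sqle* averaged 6.33 CPM in WT-EtOH and 82.1 CPM in *Elf4-/-*-EtOH, and *Cd5l* 178 and 55.1 CPM.

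Across the 8 lists and 5 contrasts, 24 of 40 tests passed the threshold in camera. Fry kept 14 of them, and camera with an estimated correlation kept 0, with a smallest adjusted p of 0.131. The choice between a preset and an estimated correlation therefore changed more of these calls than any other choice. Whether the size of the correlation or another part of that setting, such as its degrees of freedom, was the cause was not tested. The 14 were cholesterol biosynthesis and the sterol genes of the study in genotype under EtOH, diet in *Elf4-/-* and interaction; fatty acid synthesis in genotype under both diets; fatty acid oxidation in diet under both genotypes; interferon response in genotype under EtOH, diet in *Elf4-/-* and interaction; and clock genes in diet in *Elf4-/-*. At an unadjusted p under 0.05, the estimated correlation passed 11 of 40.

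Cholesterol biosynthesis genes were higher in *Elf4-/-*-EtOH than in WT-EtOH, with a median log2 fold change of 1.77 and 19 of 20 genes higher (limma camera, adjusted p = 1.59e-26; fry, adjusted p = 0.0107). Over all genes tested 7 of the 20 passed the threshold, and 19 passed when adjusted over the list alone. The list score was 0.99 ± 0.30 (SD, n = 2) in *Elf4-/-*-EtOH and −0.78 ± 0.06 (SD, n = 2) in WT-EtOH. The 11 sterol genes chosen by the study had a median of 1.78, all 11 higher (limma camera, adjusted p = 3.26e-17), with 4 past the threshold over all genes and 11 adjusted over the list alone, which is not independent evidence. Among these were *Dhcr7* (log2 fold change 2.57 ± 0.29, SE), *Nsdhl* (2.54 ± 0.30) and *Fdft1* (1.43 ± 0.21), with edgeR adjusted p of 0.0134, 0.0160 and 0.0418. *Dhcr7* read 2.03 without *Elf4-/-*-EtOH replicate 1. *Fdft1* overlaps *Ctsb* on the opposite strand, and the strand setting of the counting was not stated. Of the sterol genes not past the threshold, *Cyp51* overlaps *Akap9*, *Mvd* overlaps *Gm20388*, and *Fdps* overlaps *Gm43738*.

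Fatty acid synthesis genes had a median of 0.84 in the same comparison, with 14 of 16 higher (limma camera, adjusted p = 1.75e-07), and 0.51 without *Elf4-/-*-EtOH replicate 2. *Thrsp* alone passed over all genes, and 10 passed adjusted over the list alone. Interferon response genes had a median of 0.40, with 13 of 16 higher (limma camera, adjusted p = 0.000862), 1 past the threshold over all genes and 4 adjusted over the list alone. Fatty acid oxidation genes had a median of −0.42, with 4 of 20 higher (limma camera, adjusted p = 0.000409), not past the threshold in fry, and −0.19 without *Elf4-/-*-EtOH replicate 2; 0 passed over all genes, 5 at an unadjusted p under 0.05 and 2 adjusted over the list alone. Inflammation (median −0.23), fibrosis (0.29) and clock genes (0.13) did not pass (limma camera, adjusted p = 0.167, 0.707 and 0.739), with 0 genes adjusted over the list alone and 2, 0 and 1 at an unadjusted p under 0.05. The inflammation median was −1.07 without *Elf4-/-*-EtOH replicate 1 and 0.25 without replicate 2, the fibrosis median −0.39 without replicate 1, and the clock median −0.50 without replicate 2.

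**Figure D3:**
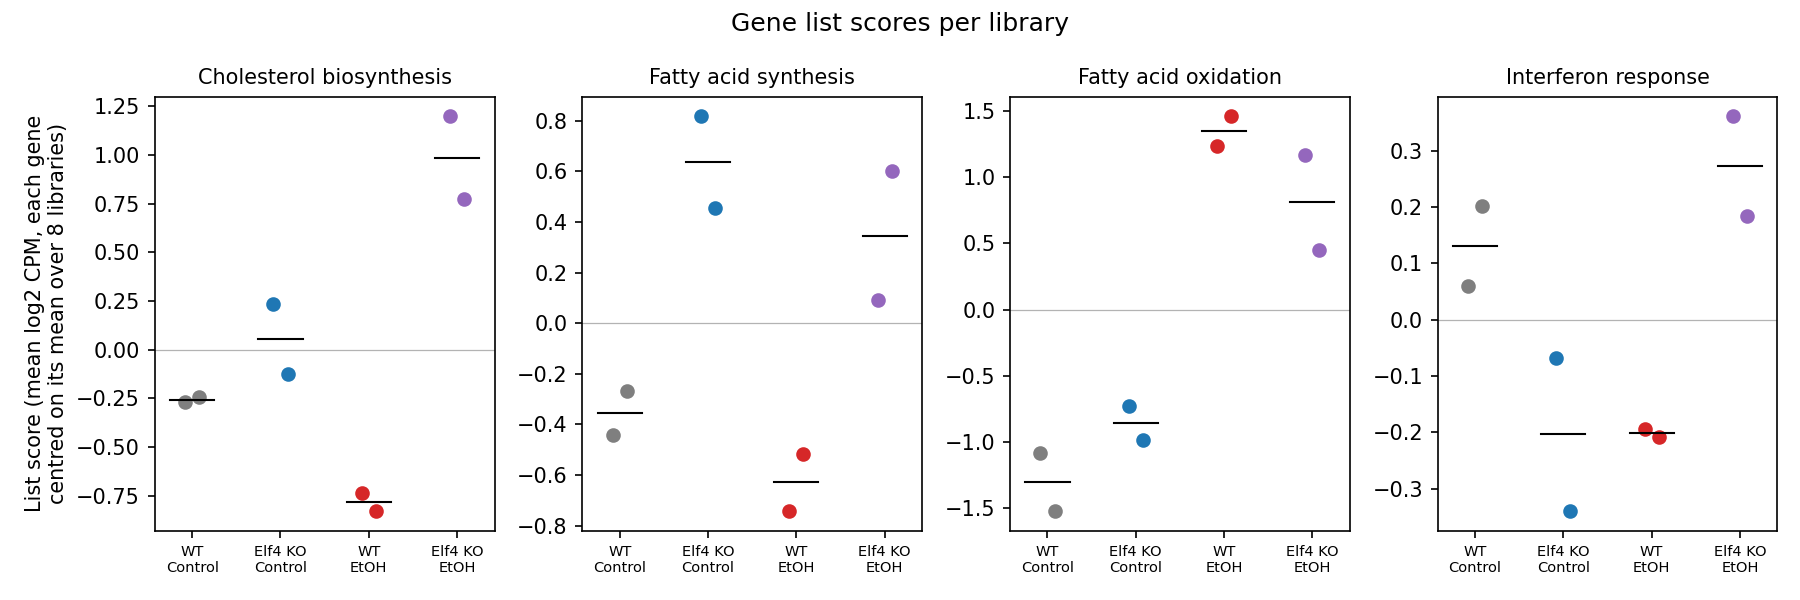
List scores (y axis, mean log2 CPM with each gene centred on its mean over 8 libraries) per library in the 4 groups (x axis) for 4 gene lists, with points for libraries and lines for group means. The cholesterol biosynthesis score was 0.99 in *Elf4-/-*-EtOH and −0.78 in WT-EtOH.

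Livers of *Elf4-/-*-Control and WT-Control mice were compared to ask whether the genotypes differed without alcohol. At an adjusted p under 0.05, 1 gene was higher and 1 lower, and at an unadjusted p under 0.05, 612 and 411 were, against 700 expected by chance in all. DESeq2 called 45 higher and 34 lower. *Thrsp* rose from 102 ± 2.45 to 534 ± 23.2 CPM (SD, n = 2), a log2 fold change of 2.39 ± 0.26 (SE, edgeR adjusted p = 0.0255). *Gm42031*, a long intergenic noncoding RNA on chromosome 8 (85125872 to 85132289, minus strand) named because it was the other call, had 199 and 97 counts in WT-Control and 0 and 2 in *Elf4-/-*-Control, at least 72.8-fold lower (edgeR adjusted p = 0.0210). The bound was 47.3-fold without WT-Control replicate 1. Fatty acid synthesis genes had a median of 0.98, with 15 of 16 higher (limma camera, adjusted p = 7.35e-10), 1 past the threshold over all genes and 11 adjusted over the list alone. Cholesterol biosynthesis (median 0.34), fatty acid oxidation (0.25), inflammation (−0.77) and interferon response (−0.21) passed in camera (limma, adjusted p = 0.00756, 0.0184, 0.000309 and 0.00215) but not in fry. Adjusted over the list alone, 2, 1, 4 and 3 of their genes passed, and 0 over all genes, with 3, 2, 7 and 4 at an unadjusted p under 0.05. The cholesterol median was 0.20 and the interferon median −0.69 without *Elf4-/-*-Control replicate 1, and the interferon median was 0.03 when libraries were scaled by their totals. With 1 gene at the floor set to its bound, the inflammation median was −0.72. The sterol genes of the study (0.36), fibrosis (0.38) and clock genes (0.32) did not pass (limma camera, adjusted p = 0.0576, 0.344 and 0.190), and the first 2 read 0.10 and −0.21 without *Elf4-/-*-Control replicate 1. Of these, 2, 0 and 0 genes passed adjusted over the list alone, and 2, 0 and 6 at an unadjusted p under 0.05.

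The alcohol response of WT livers was taken from WT-EtOH against WT-Control. It comprised 1518 genes higher and 1507 lower at an adjusted p under 0.05 (edgeR quasi-likelihood test). The choice that moved it most was scaling by library totals alone, chosen after seeing the data, which gave 3422 and 634, a share of higher calls of 84.4% against 50.2%. That scaling shifted the median log2 fold change of all genes by 0.43 in this contrast, −0.03 in diet in *Elf4-/-*, −0.23 in genotype under EtOH, 0.23 in genotype under control diet and −0.46 in the interaction, and all changes given here are relative to the TMM scale. *Acot3* (chromosome 12, 84052144 to 84060402, plus strand) was at least 354-fold higher (edgeR adjusted p = 6.28e-05), with 2 and 3 counts in WT-Control and 1047 and 2560 in WT-EtOH. *Gsta1* (chromosome 9, 78230656 to 78242684, plus strand) was at least 149-fold higher (edgeR adjusted p = 0.0116), but 58.9-fold without WT-EtOH replicate 2. *Cyp2b9* (chromosome 7, 26173411 to 26210661, plus strand) had a log2 fold change of 7.92 ± 0.60 (SE, edgeR adjusted p = 0.000316). *Mup-ps20*, an unprocessed pseudogene on chromosome 4 (62012412 to 62014857, minus strand), was at least 99.7-fold lower (edgeR adjusted p = 0.0122), but 6.53-fold without WT-Control replicate 2, since the WT-Control counts were 12 and 359. *Mup7* (chromosome 4, 60066469 to 60070475, minus strand) and *Selenbp2* (chromosome 3, 94693556 to 94704413, plus strand) had log2 fold changes of −7.27 and −7.02 (SE 0.98 and 0.75, edgeR adjusted p = 0.00241 and 0.00128). Without WT-EtOH replicate 1 they read −8.67 and −8.43. *Acot3*, *Cyp2b9*, *Gsta1*, *Selenbp2* and the *Mup* genes have close paralogs, and *Acot3* overlaps *Gm49366* on the same strand, so their reads could have been divided between copies.

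In the *Elf4-/-* mice, EtOH against control diet gave 239 genes higher and 165 lower at an adjusted p under 0.05 (edgeR quasi-likelihood test), and 1524 and 1442 at an unadjusted p under 0.05. DESeq2 gave 452 and 359, and the model of only the 4 libraries gave 22 and 18. *Cyp2b9* had a log2 fold change of 8.22 ± 0.58 (SE, edgeR adjusted p = 0.000714), and was at least 644-fold higher without *Elf4-/-*-Control replicate 1, which left 3 counts in that group. *Cyp2b13* (chromosome 7, 26061497 to 26096197, plus strand) was at least 154-fold higher (edgeR adjusted p = 0.0162) and *Gm3776* (chromosome 9, 78257129 to 78269166, plus strand) at least 60.1-fold higher (edgeR adjusted p = 0.0437). Without *Elf4-/-*-EtOH replicate 1 these bounds were 49.2-fold and 5.27-fold. *Mup7*, *Hsd3b5* (chromosome 3, 98618634 to 98630252, minus strand) and *Cib3* (chromosome 8, 72204335 to 72212837, minus strand) had log2 fold changes of −7.66, −6.92 and −6.29 (edgeR adjusted p = 0.00972, 0.00197 and 0.00168). Without *Elf4-/-*-EtOH replicate 2, which left 0 counts of *Hsd3b5* and 3 of *Cib3* in that group, *Mup7* read −8.97, and *Hsd3b5* and *Cib3* were at least 221-fold and 166-fold lower. *Cyp2b13* and *Gm3776* have the close paralogs *Cyp2b9* and *Gsta1*, and *Hsd3b5* overlaps *Zfp697* on the opposite strand.

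The diet contrasts of the genotypes used different libraries, so their agreement is not raised by shared controls. Of the 3025 genes called in WT and the 404 called in *Elf4-/-*, 340 were shared and 339 of these changed in the same direction. Of the WT calls, 91.7% had the same sign in *Elf4-/-*, where their median change in the WT direction was 0.61 against a median size of 1.29 in WT, a gap that includes the selection of these genes in WT. Of the *Elf4-/-* calls, 98.5% had the same sign in WT. Across all 13993 genes, which are not independent replicates, the correlation of the diet effects was 0.620 (Pearson) and 0.597 (Spearman), and 0.761 over genes with a mean of at least 100 counts. The genotype effects under the diets also shared no library, and their correlation was −0.0369 (Pearson) and −0.0813 (Spearman). That of genes with at least 100 counts was 0.00236, and the Pearson value was 0.0210 without *Elf4-/-*-Control replicate 1 and 0.0146 without WT-EtOH replicate 2. Of the 20 genes called by genotype under EtOH, 16 had the same sign under control diet, and 1, *Thrsp*, was called under both.

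**Figure D4:**
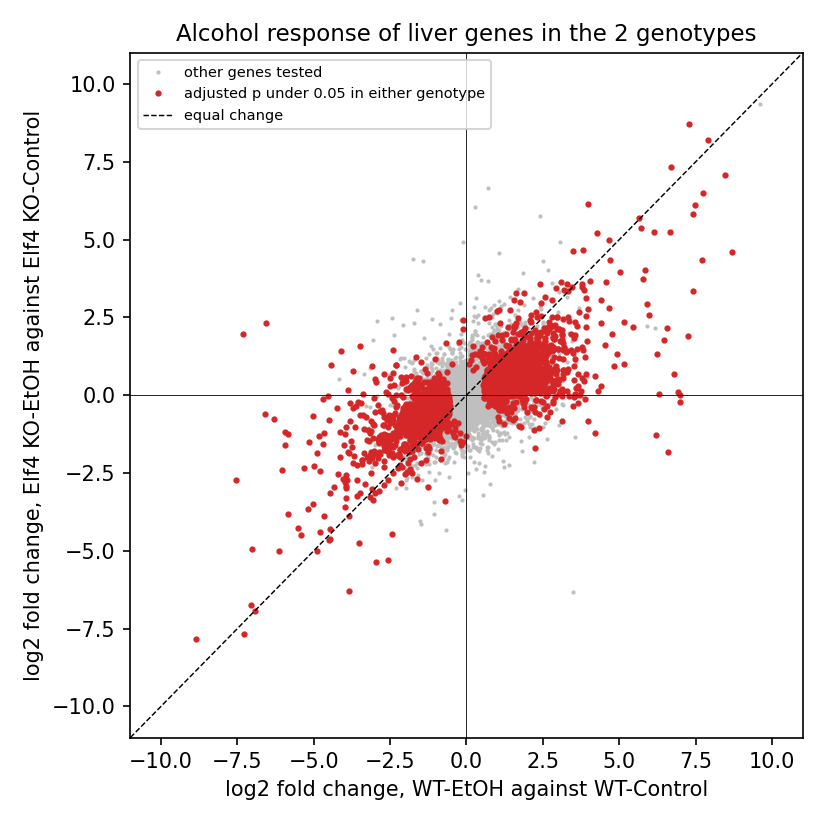
Log2 fold change of EtOH against control diet per gene in WT (x axis) and *Elf4-/-* (y axis), with red points for genes past an adjusted p of 0.05 in either genotype and a dashed line for equal change. The points have a Pearson correlation of 0.620.

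Fatty acid oxidation genes rose under EtOH in both genotypes, with a median of 1.59 in WT, 20 of 20 genes higher, and 0.80 in *Elf4-/-*, 19 of 20 higher (limma camera, adjusted p = 1.27e-10 and 3.62e-10). Over all genes 17 and 6 passed, and 18 and 14 adjusted over the list alone. Cholesterol biosynthesis genes had a median of −0.59 in WT, with 6 of 20 higher, and 0.97 in *Elf4-/-*, with 20 of 20 higher (limma camera, adjusted p = 0.0166 and 1.18e-08), and the WT value did not pass in fry. Over all genes 6 and 6 passed, and 8 and 14 adjusted over the list alone. The sterol genes of the study followed with −0.58 and 0.87 (limma camera, adjusted p = 0.0149 and 9.16e-05), with 2 and 2 genes over all genes and 3 and 6 adjusted over the list alone, and their WT median was −0.88 without WT-Control replicate 1. Interferon response genes had a median of −0.33 in WT (limma camera, adjusted p = 0.104; fry, adjusted p = 0.0424) and 0.49 in *Elf4-/-* (adjusted p = 0.010), with 6 and 0 genes past the threshold over all genes, 10 and 7 at an unadjusted p under 0.05, and 8 and 2 adjusted over the list alone. Scaled by library totals, the WT median was 0.11. Clock genes of the *Per*/*Dbp* phase fell in both genotypes, with medians of −0.65 and −1.26 and 0 of 11 genes higher (limma camera, adjusted p = 0.00183 and 1.11e-06). Of these, 4 and 1 passed over all genes, and 5 and 11 adjusted over the list alone. The WT value was −1.11 without WT-EtOH replicate 2 and −0.41 without replicate 1, and did not pass in fry.

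The remaining lists moved less clearly with diet. Fatty acid synthesis genes had medians of −0.45 in WT and −0.37 in *Elf4-/-* (limma camera, adjusted p = 0.286 and 0.167), with 5 and 1 genes past the threshold over all genes and 5 and 2 adjusted over the list alone. These medians were −0.18 without WT-Control replicate 2 and −0.11 without *Elf4-/-*-EtOH replicate 1. Inflammation genes had medians of 0.32 and 0.93 (limma camera, adjusted p = 0.516 and 0.00610), with 3 and 0 genes over all genes, 6 and 6 at an unadjusted p under 0.05, and 4 and 2 adjusted over the list alone. The *Elf4-/-* median was 0.07 without *Elf4-/-*-EtOH replicate 1 and did not pass in fry, and the WT median was 0.14 without WT-EtOH replicate 2. Fibrosis genes had medians of 1.03 and 0.64 (limma camera, adjusted p = 0.0784 in both), with 0 and 0 genes over all genes, 5 and 2 at an unadjusted p under 0.05, and 0 and 1 adjusted over the list alone. Their *Elf4-/-* median was −0.02 without *Elf4-/-*-EtOH replicate 1.

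The interaction asked whether the alcohol response itself differed between genotypes. No single gene passed, with 0 higher and 0 lower at an adjusted p under 0.05, 691 and 720 at an unadjusted p under 0.05, and a smallest adjusted p of 0.108 (edgeR quasi-likelihood test). DESeq2 called 83 and 28. The 2 genes with the strongest signal, chosen after their values were seen, were *Sqle* and *Isg15*, with log2 interactions of 3.27 ± 0.42 and 3.09 ± 0.40 (SE, edgeR adjusted p = 0.108 for both). *Sqle* changed by −2.29 in WT (edgeR adjusted p = 0.00242) and by 0.98 in *Elf4-/-* (edgeR adjusted p = 0.0842), and the latter was 0.45 without *Elf4-/-*-EtOH replicate 1. At the level of lists, the interaction median was 1.53 for cholesterol biosynthesis, with 19 of 20 genes higher, 1.60 for the sterol genes of the study, with 11 of 11 higher, 0.75 for interferon response, with 13 of 16 higher, and −0.63 for fatty acid oxidation, with 1 of 20 higher (limma camera, adjusted p = 2.89e-14, 1.21e-09, 3.19e-05 and 5.78e-05). The first 3 held in fry (adjusted p = 0.0343 for each) and fatty acid oxidation did not (adjusted p = 0.0817). Of their genes, 0 passed over all genes, 16, 9, 5 and 4 at an unadjusted p under 0.05, and 15, 9, 3 and 1 adjusted over the list alone. Fatty acid synthesis (0.13), inflammation (0.98), fibrosis (−0.09) and clock genes (−0.16) did not pass (limma camera, adjusted p = 0.996, 0.167, 0.707 and 0.581), with 3, 3, 0 and 0 genes adjusted over the list alone and 4, 6, 0 and 0 at an unadjusted p under 0.05. Without *Elf4-/-*-EtOH replicate 1 the inflammation median was 0.02 and the fibrosis median −1.11, and without replicate 2 the fatty acid synthesis median was −0.30 and the clock median −0.75.

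Among the cytokine, fibrosis and tight junction genes read singly, *Tnf* and *Il10* had too few counts to be tested, at most 9 in any library. Of *Il1b*, *Ccl2*, *Acta2*, *Tjp1* and *Ocln*, 0 passed the threshold by genotype under either diet or in the interaction over all genes, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05. For *Ccl2* this left the genotype difference open, with 2 and 21 counts in WT-EtOH and 51 and 0 in *Elf4-/-*-EtOH and a log2 fold change of 1.67 ± 1.41 (SE, edgeR adjusted p = 0.7496). It was at least 10.7-fold higher in *Elf4-/-*-EtOH without WT-EtOH replicate 2 and at least 3.01-fold lower without *Elf4-/-*-EtOH replicate 1. *Ocln* (chromosome 13, 100496507 to 100552718, minus strand) had a log2 fold change under EtOH of −1.12 ± 0.32 (SE) in WT (edgeR adjusted p = 0.0350) and −1.31 ± 0.33 (SE) in *Elf4-/-* (edgeR adjusted p = 0.0629; 0.0131 adjusted over the list alone), and −0.72 in the latter without *Elf4-/-*-Control replicate 1. Its genotype difference under EtOH was −0.37 ± 0.34 (SE, edgeR adjusted p = 0.766). *Ocln* was the 1 gene adjusted over the list alone in each genotype. At an unadjusted p under 0.05 there were 2 in each, *Ocln* and, both higher under EtOH, *Il1b* in WT and *Acta2* in *Elf4-/-*. Among 5 ethanol metabolism genes, 3 rose in WT over all genes and 4 adjusted over the list alone, and 1 and 3 did in *Elf4-/-*. *Aldh1a1* rose by 2.43 ± 0.44 in WT and 2.53 ± 0.44 in *Elf4-/-* on the log2 scale (SE, edgeR adjusted p = 0.00582 and 0.0231), the latter 1.62 without *Elf4-/-*-EtOH replicate 1. *Adh1* rose by 1.62 ± 0.28 and 0.995 ± 0.273 (SE, edgeR adjusted p = 0.00477 and 0.0783) and *Cyp2e1* by 1.07 ± 0.29 and 0.76 ± 0.29 (SE, edgeR adjusted p = 0.0287 and 0.175). The *Adh1* and *Cyp2e1* values in WT were 1.92 and 1.33 without WT-Control replicate 2. By genotype and in the interaction, 0 of these 5 genes passed over all genes or adjusted over the list alone, and at an unadjusted p under 0.05 only *Adh1* did, under control diet.

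Counts of tissue and cell markers were read as a check on the samples. Of the 12 pancreatic acinar genes, 2 were in the table with at most 70 counts. Of 10 intestinal genes, 4 were in the table, with up to 2149 counts for *Lgals4*. Red blood cell genes had 26 to 507 counts, neutrophil genes at most 45, adipose genes at most 51 and bile duct genes at most 1689. Male-biased liver genes fell under EtOH with a median log2 fold change of −2.15 in WT and −2.14 in *Elf4-/-*, 0 of 12 higher in each (limma camera, adjusted p = 1.17e-05 and 2.58e-07), and the latter was −3.34 without *Elf4-/-*-EtOH replicate 2. Female-biased genes rose, with medians of 4.71 and 4.82 once 4 and 3 genes at the floor were set to their bounds (limma camera, adjusted p = 0.000318 and 1.73e-06). The bile acid list, the clock genes of the *Bmal1* phase, the chromosome Y, red blood cell and bile duct lists did not pass in any contrast, the smallest adjusted p being 0.261 (limma camera), and the pancreatic, intestinal, neutrophil and adipose lists were read as counts only.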

Values the study reported

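The study reported that 19,268 genes were detected in the liver. Upon alcohol exposure, it counted 568 genes as higher and 289 as lower in *Elf4-/-* mice than in WT mice. Under the control diet, it counted 396 genes as higher and 347 as lower in *Elf4-/-* mice. It named 11 genes that were shared by 4 enriched pathways.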

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

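The tests of composition, of single libraries and of clock phase below were chosen only after the result was seen. A difference between groups was marked where a list's alcohol response differed between genotypes by the interaction test, which held for cholesterol biosynthesis, the sterol genes of the study, fatty acid oxidation and interferon response.

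Cholesterol biosynthesis genes had an interaction median of 1.53, and the sterol genes of the study, which share 10 genes with them, 1.60. A shift from library composition, common to genes of these expression levels, was argued against as the whole source of the cholesterol biosynthesis median. Random lists of the same expression levels had medians around 0.0630. Of 10000 such lists 0 had a median as far out, but camera had already set the list against other genes, so this count adds little. After a trend on GC content and transcript length was removed, the median was 1.57, and with each library left out it stayed at or above 1.35. A difference in clock phase at sampling was argued against by the replicates, since the clock score differed by −0.79 between the WT-EtOH libraries and by −0.72 between the *Elf4-/-*-EtOH libraries, while the cholesterol score differed by at most 0.424 within either pair, against 1.77 between genotypes. Reads shared between paralogs were not tested. A biological difference by genotype stays open as a hypothesis, found and tested on the same 8 libraries, and no call held with an estimated correlation.

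The interaction median of fatty acid oxidation genes was −0.63. It was −0.58 after the GC and length trend was removed, and the value closest to 0 with 1 library left out was −0.45. Matched random lists had medians around 0.141, so a composition shift common to such genes was small. Of 10000 such lists 0 were as far out, a count that adds little to camera. None of these explanations accounted for the median as a whole. The interaction passed in camera but not in fry (adjusted p = 0.0817). A difference by genotype stays open as a hypothesis, found and tested on the same 8 libraries.

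Interferon response genes had an interaction median of 0.75. The median was 0.83 after the GC and length trend was removed, and the value closest to 0 with 1 library left out was 0.60. Matched random lists had medians around −0.0310, so a composition shift common to such genes was small. Of 10000 such lists 0 were as far out, a count that adds little to camera. A technical source of these kinds was therefore argued against for the list as a whole, on the TMM scale. Scaling by library totals shifted the median interaction of all genes by −0.46. It also reversed this list's median in genotype under control diet (0.0345) and diet in WT (0.11), so the size of the difference depends on the scaling. Infection or housing of the mice was not tested, and a difference by genotype stays open as a hypothesis.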

How the results depend on the processing

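All genes named from the edgeR calls kept their sign with each library left out, and DESeq2's size factors changed no call of a list or named gene and no count by more than 1.5 times. A mean of at least 10 counts changed no call of a list and no count by more than 1.5 times, and was not run on named genes. Library totals without scaling factors and the DESeq2 settings with other filters, thresholds or libraries were chosen after seeing the data. Except where a reason is given, the cause was not tested.

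Counts of genes past the threshold differed between tests, filters and models. DESeq2 called 149 higher and 31 lower in genotype under EtOH, 45 and 34 in genotype under control diet, 452 and 359 in diet in *Elf4-/-*, and 83 and 28 in the interaction. With a 2-fold minimum added, DESeq2 gave 139 and 30, 45 and 31, and 361 and 281 in the first 3 of these, and 994 lower in diet in WT. At an unadjusted p with that minimum it gave 353 and 205, 306 and 118, and 669 and 538. DESeq2 on only the 4 libraries compared and without a filter called 100 and 27 in genotype under EtOH and 60 and 76 under control diet. With a 2-fold minimum these were 98 and 27, and 53 and 54, with 984 and 919 in diet in WT. At an unadjusted p with that minimum they were 311 and 185, and 224 and 134, with 595 and 481 in diet in *Elf4-/-*. In edgeR, a 2-fold minimum left 942 lower in diet in WT, by construction.

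Without a filter, edgeR called 40 and 10 in genotype under EtOH, 10 and 4 under control diet, and 4 and 3 in the interaction. In genotype under control diet this took the share of higher calls from 50% to 71.4%. A model of only the 4 libraries, with fewer degrees of freedom, called 0 and 0 in genotype under EtOH, where all libraries together gave 865 and 605 at an unadjusted p under 0.05. It called 12 and 10 under control diet and 22 and 18 in diet in *Elf4-/-*. Library totals gave 10 higher in genotype under EtOH, 4 higher under control diet, and 3422 higher and 634 lower in diet in WT. The replicate number as a block gave 8 higher in genotype under EtOH and 136 and 104 in diet in *Elf4-/-*. The replicate numbers did not pair libraries, since the differences between replicates correlated from −0.134 to 0.114 over 6 pairs of groups.

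None of the 24 list calls passed the threshold with an estimated correlation. These were cholesterol biosynthesis in genotype under EtOH (median 1.77) and control diet (0.34), diet in WT (−0.59) and *Elf4-/-* (0.97) and interaction (1.53); the sterol genes of the study in genotype under EtOH (1.78), diet in WT (−0.58) and *Elf4-/-* (0.87) and interaction (1.60); and fatty acid synthesis in genotype under EtOH (0.84) and control diet (0.98). The others were fatty acid oxidation in genotype under EtOH (−0.42) and control diet (0.25), diet in WT (1.59) and *Elf4-/-* (0.80) and interaction (−0.63); interferon response in genotype under EtOH (0.40) and control diet (−0.21), diet in *Elf4-/-* (0.49) and interaction (0.75); inflammation in genotype under control diet (−0.77) and diet in *Elf4-/-* (0.93); and clock genes in diet in WT (−0.65) and *Elf4-/-* (−1.26). The medians themselves do not depend on that choice.

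Fry lost 10 of the 24: fatty acid oxidation in genotype under EtOH (−0.42) and control diet (0.25) and interaction (−0.63), cholesterol biosynthesis in genotype under control diet (0.34) and diet in WT (−0.59), the sterol genes of the study in diet in WT (−0.58), inflammation in genotype under control diet (−0.77) and diet in *Elf4-/-* (0.93), interferon response in genotype under control diet (−0.21), and clock genes in diet in WT (−0.65). It added interferon response in diet in WT (−0.33). Library totals reversed the median of clock genes in genotype under EtOH to −0.0862, of interferon response in genotype under control diet to 0.0345 and in diet in WT to 0.11, and of fatty acid synthesis in the interaction to −0.33. Under that scaling, inflammation in the interaction passed with 0.48. Without a filter, fibrosis in diet in *Elf4-/-* (0.76) and inflammation in the interaction (1.11) passed. With the block, fibrosis passed in diet in WT (1.03) and *Elf4-/-* (0.74).

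Leaving out each library in turn gave these ranges. In genotype under EtOH, list medians ran from 1.75 to 1.995 for cholesterol biosynthesis, 1.78 to 2.13 for the sterol genes of the study, 0.51 to 1.09 for fatty acid synthesis, −1.07 to 0.25 for inflammation, −0.39 to 0.54 for fibrosis and −0.50 to 0.38 for clock genes. In genotype under control diet, they ran from 0.10 to 0.51 for the sterol genes of the study, −0.21 to 0.67 for fibrosis and −0.69 to −0.19 for interferon response. In diet in WT, they ran from −0.88 to −0.58 for the sterol genes of the study, −0.68 to −0.18 for fatty acid synthesis, −0.47 to −0.32 for interferon response and −1.11 to −0.41 for clock genes.

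In diet in *Elf4-/-*, the ranges were 0.68 to 1.10 for cholesterol biosynthesis, 0.58 to 1.17 for the sterol genes of the study, −0.49 to −0.11 for fatty acid synthesis, 0.0723 to 1.41 for inflammation, −0.0173 to 1.56 for fibrosis and 0.38 to 0.67 for interferon response. In the interaction, they were 1.35 to 1.77 for cholesterol biosynthesis, −0.30 to 0.32 for fatty acid synthesis, 0.0180 to 1.45 for inflammation, −1.11 to 0.56 for fibrosis, 0.60 to 1.09 for interferon response and −0.75 to 0.0158 for clock genes.

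The correlation of genotype effects between diets ran from −0.0769 to 0.0210 with each library left out, with −0.0813 as a rank correlation and 0.00236 over genes with a mean of at least 100 counts. That of diet effects between genotypes ran from 0.501 to 0.597, and was 0.761 over genes with a mean of at least 100 counts. The log2 fold change of *Elf4* ran from −0.67 to 0.35 in genotype under EtOH, −0.90 to −0.0511 under control diet, 0.80 to 1.65 in diet in WT, 1.02 to 2.05 in diet in *Elf4-/-* and −0.14 to 0.88 in the interaction. At 6 to 36 counts per library, depth limited any statement on *Elf4*.

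Among other named genes, the model of only the 4 libraries took 14 below the threshold and the block 4, while DESeq2 added 6, which were *Adh1*, *Cyp2e1*, *Ocln* and *Sqle* in diet in *Elf4-/-*, and *Sqle* and *Isg15* in the interaction.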

Other observations

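The tests of composition, female mice, growth hormone, sequencing depth, mixture and linked variants below were chosen only after the result was seen, and the lists of cell markers, growth hormone targets, fasting-induced and respiratory chain genes were written after a first look at the data.

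Upon alcohol exposure, 17 genes were higher and 3 lower in *Elf4-/-* livers here, and under control diet 1 and 1. These edgeR counts were lower than the reported ones, which came from DESeq2 with thresholds that were not stated. DESeq2 here called 149 higher and 31 lower under EtOH, and 45 and 34 under control diet. At an unadjusted p it gave 1118 and 751 genes in all for these contrasts. The gap therefore depended on the test and the threshold.

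Fatty acid synthesis genes were higher in *Elf4-/-*-Control than in WT-Control. Random lists of the same expression levels had medians around 0.0153, which argued against a composition shift common to such genes as the whole source. Of 10000 such lists 0 had a median as far out, a count that adds little to camera. Fed state at sampling cannot be told apart from genotype, because the fasting-induced list had a median of −0.0584 with members that went both ways, and −0.22 to 0.32 with each library left out. Under EtOH the same list was higher in *Elf4-/-*, with a median of 0.87 and 6 of 7 higher (limma camera, adjusted p = 0.0369). That median was 0.147 without *Elf4-/-*-EtOH replicate 1, so fed state was not excluded for the genotype differences under EtOH either.

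Male-biased liver genes fell and female-biased genes rose under EtOH in both genotypes. Female or mislabelled mice were argued against by chromosome Y genes, the lowest count of which was 117 in any library. Weaker growth hormone signalling cannot be told apart from a direct effect of alcohol, since 4 growth hormone targets had a median of 0.57 in WT with members in both directions.

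The *Elf4-/-*-EtOH libraries differed more than the replicates of other groups, with an SD of 0.681. Sequencing depth was argued against because the counting SD of the median gene was higher in the WT-Control pair, at 0.174, than in the *Elf4-/-*-EtOH pair. GC and length bias was argued against because its trend took up 0.752% of the variance. A mixture with RNA of a control library was argued against as well. The 5 genes near absent in controls were lower in replicate 2 than in replicate 1 and would have needed a share of at least 51.3% control RNA. In 8 genes with at least 50 CPM in every control library and at most 10% of that in WT-EtOH, the level in replicate 2 allowed a median share of at most 8.62%, and 27.9% in the least strict gene. Over 9 pairs of such limits the median ran from 5.73% to 19.3%, and measured against *Elf4-/-*-Control alone, which was looked at first, from 6.41% to 34.3%. With at most 20% in WT-EtOH, where the genes are less strict, up to 4 of 22 and 11 of 37 genes allowed more than 51.3%. At 8.62%, control RNA added to replicate 1 would give an SD of up to 0.176, against 0.647 between the 2 libraries on that scale. A small share of control RNA and a weaker response in replicate 2 stay open. A state peculiar to replicate 1 was not tested and stays open as well. On the second principal component replicate 1 was at 56.5, replicate 2 at −12.6 and the WT-EtOH libraries at −20.7 and −25.8. On the first, replicate 1 was at 55.9, near the WT-EtOH libraries at 52.0 and 58.2, and replicate 2 was at 17.4.

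The share of mitochondrial counts was lower in WT-EtOH than in WT-Control, but not lower in *Elf4-/-*-EtOH than in *Elf4-/-*-Control. For diet in *Elf4-/-*, genes of the mitochondrial genome had a median of 0.11, with 14 of 24 higher. Their interaction median was 2.11, with 24 of 24 higher (limma camera, adjusted p = 3.81e-15), and 1.41 without WT-Control replicate 1. That p-value rests on the preset correlation between genes. Unadjusted, the interaction had p = 0.0230 in fry and p = 0.0569 in camera with an estimated correlation. Under control diet their genotype median was −0.89, lower in *Elf4-/-*, and −0.43 without WT-Control replicate 1. For diet in WT they had a median of −1.89 (−2.25 to −1.45 with each library left out), whereas 91 nuclear respiratory chain genes had a median of 0.20 with 58 higher. The latter ran from −0.04 without WT-Control replicate 1 to 0.52 without WT-Control replicate 2. These nuclear genes therefore showed no fall of the size seen in the mitochondrial genome in any such fit. Whether nuclear transcripts follow mitochondrial content was not tested, so a loss of mitochondrial content of the tissue cannot be decided. The source stays open.

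*Cd5l*, *Adgre1* and *Mpeg1* were noticed to be lower in *Elf4-/-*-EtOH than in WT-EtOH. Of 9 other Kupffer cell markers 0 were higher, with a median of −1.32 (limma camera, adjusted p = 4.70e-11; −1.37 to −1.05 with each library left out). *Clec4f*, which is also among the genes named in this comparison, is one of the 9, and without it the median was −1.31, with 0 of 8 higher, a value chosen only after the result was seen. These 9 markers rose under EtOH in both genotypes, with a median of 1.9995 in WT and 0.87 in *Elf4-/-* and 9 of 9 higher in each, and under control diet their median was −0.23 (limma camera, adjusted p = 0.300; 0.0248 without WT-Control replicate 1). This is consistent with a smaller rise of Kupffer cells, or of their markers, in *Elf4-/-* livers under alcohol. Endothelial and stellate markers also rose less in *Elf4-/-*, with interaction medians of −1.91 and −1.42 (−0.89 for the latter without WT-Control replicate 2 and −2.24 without replicate 1), but were higher in *Elf4-/-* than in WT under control diet, by 1.06 and 1.23 (0.57 and 0.71 without WT-Control replicate 2, 1.92 and 1.96 without replicate 1). Between genotypes under EtOH the endothelial median was −0.78, and −0.38 without *Elf4-/-*-EtOH replicate 2, and the stellate median −0.32, with −0.0360 without that library and −0.59 without replicate 1, so a lower share of all non-hepatocyte cells cannot be told apart with 4 stellate genes. *Adgre1* is also in the inflammation list.

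Variants linked to *Elf4* or *Vil1* were examined through 21 genes with an unadjusted p under 0.01 by genotype under both diets and the same direction in both, against 4.67 expected by chance. Of 20 with a position, 1 lay within 20 Mb of either gene, against 2.08% of other genes (Fisher's exact test, p = 0.344). This argued against variants near *Elf4* as the source of the set as a whole. The window around *Vil1* says little, because the control mice carry Cre as well and the insertion site of the Cre transgene was not stated. Variants elsewhere in the genome were not tested.

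Other groupings of the 4 libraries of each comparison were tried. For genotype under EtOH, the real split gave 0 genes (1470 at an unadjusted p under 0.05 with all libraries in the model), so that 3 of 3 splits gave as many by construction and the test was void. For genotype under control diet, diet in WT and diet in *Elf4-/-*, 1 of 3 splits did, the real one, with 22, 3513 and 40 genes against 0 and 0. With 3 splits no share can fall under 0.05, so the splits alone do not decide. For the diet contrasts, which share no library, 339 of 340 shared calls went the same way, and 91.7% of the WT calls had the same sign in *Elf4-/-*, which argued against chance as the source of the alcohol response.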
